# CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq

**DOI:** 10.1186/s13059-016-0938-8

**Published:** 2016-04-28

**Authors:** Tamar Hashimshony, Naftalie Senderovich, Gal Avital, Agnes Klochendler, Yaron de Leeuw, Leon Anavy, Dave Gennert, Shuqiang Li, Kenneth J. Livak, Orit Rozenblatt-Rosen, Yuval Dor, Aviv Regev, Itai Yanai

## Abstract

Single-cell transcriptomics requires a method that is sensitive, accurate, and reproducible. Here, we present CEL-Seq2, a modified version of our CEL-Seq method, with threefold higher sensitivity, lower costs, and less hands-on time. We implemented CEL-Seq2 on Fluidigm’s C1 system, providing its first single-cell, on-chip barcoding method, and we detected gene expression changes accompanying the progression through the cell cycle in mouse fibroblast cells. We also compare with Smart-Seq to demonstrate CEL-Seq2’s increased sensitivity relative to other available methods. Collectively, the improvements make CEL-Seq2 uniquely suited to single-cell RNA-Seq analysis in terms of economics, resolution, and ease of use.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-0938-8) contains supplementary material, which is available to authorized users.

## Background

Single-cell transcriptomics is a transformative method with tremendous potential to illuminate the complexities of gene regulation. Single-cell RNA-Seq was first introduced by Tang et al. [1], using a polyT primer with an anchor sequence to select for the cell’s mRNA. After polyadenylation of the resulting cDNA, a second polyT primer with a different anchor is used to obtain double stranded DNA, which is then PCR-amplified. Each sample is individually converted to a library for sequencing. The STRT method introduced early barcoding at the reverse transcription stage [2], thereby enabling highly-multiplexed analyses, and adapted a template switching mechanism based on the ability of the reverse transcriptase to tag the end of the cDNA [3], eliminating the need for the polyadenylation reaction. Smart-Seq [4, 5] used the same template switching mechanism as STRT, but without the early barcoding. Each sample is processed individually, and the reaction was optimized for full transcript sequencing.

The CEL-Seq [6] method is the first method to use in vitro transcription (IVT) for the amplification, thereby eliminating the requirement for a template-switch step which is thought to reduce efficiency. We use early barcoding, enabling highly-multiplexed analysis, and 3′ end tagging enabling accurate estimation of expression levels without having to account for gene length and with fewer sequencing reads required. Here we introduce CEL-Seq2, which has been optimized for higher sensitivity, less hands-on time, and lower price. We show that CEL-Seq2 works well on different platforms, and compare it to previously published methods.

## Results and discussion

### CEL-Seq2 is optimized for higher sensitivity

Recent adaptations of CEL-Seq [7, 8] integrated unique molecular identifiers [9, 10] (UMI) into the CEL-Seq primer, enabling each reverse-transcribed mRNA to be counted precisely once. Estimating CEL-Seq’s sensitivity as the fraction of ERCC spike-ins [11] transcripts detected using such UMIs, we and others [7] computed CEL-Seq’s efficiency at ~6 %. This may be an underestimate, however, because comparison with smFISH indicates threefold higher sensitivity [7]. Seeking to improve CEL-Seq’s efficiency, we introduced several changes, summarized in Fig. 1a.

**Fig. 1:**
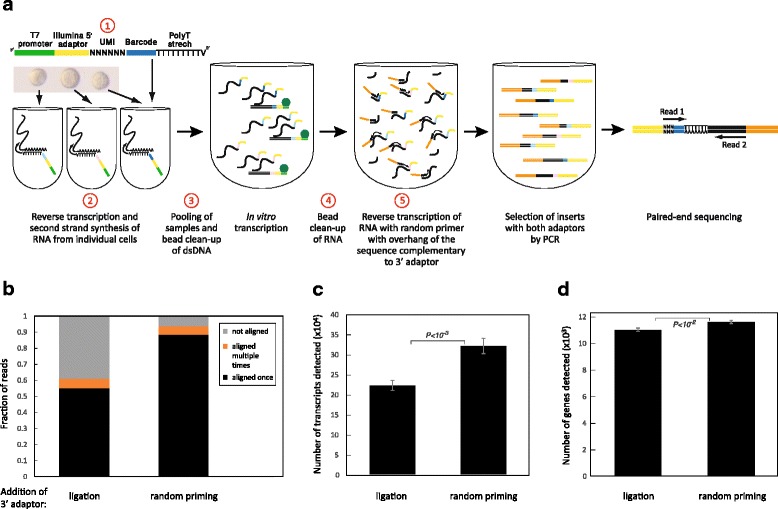
Changes introduced to the protocol. **a** An outline of the CEL-Seq2 method is shown with the steps modified from the original CEL-Seq indicated in *red*. **b** Distribution of the reads in two libraries prepared with or without ligation from the same amplified RNA of ten replicates of 100 pg clean RNA. **c**, **d** Number of transcripts (**c**) and genes (**d**) detected. Error bars indicate standard error

First, we sought to increase the efficiency of the reverse transcription (RT) reaction by shortening the CEL-Seq primer from 92 to 82 nucleotides, despite the addition of six UMI nucleotides. This was done by reducing the length of the barcode from eight to six nucleotides, as well as shortening the T7 promoter and the Illumina 5’ adaptor. 

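To compare the primers, total RNA of C. elegans embryos was amplified from 10 tubes of 100 pg with each of the original primer, the primer with a UMI of 5 bases and the shortened primer with a UMI of 6 bases. ERCC spike-ins, a mix of synthetic polyadenylated RNAs, were present in each tube. The 10 tubes of a primer are technical replicates of one RNA that share 1 library, so their spread covers tubes and not library preparations. The authors mapped the reads with Bowtie2 and counted each UMI of a gene once. The values used here are those counts before any conversion to transcripts, and counts of reads for the original primer, which has no UMI. Genes held between 121363 and 249640 UMIs per tube with the longer UMI primer (median 199303) and between 161769 and 307807 with the shortened primer (median 251352). With the original primer they held between 389759 and 1634008 reads per tube, with a median of 1183442. The number of UMIs of each gene was converted here into transcripts with binomial statistics, from the number of possible UMIs of 5 or 6 bases. A gene was called detected at any value above 0, with the spike-ins left out.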

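The 10 tubes with the shortened primer gave 250661 ± 49554 transcripts (SD, n = 10), and the 10 tubes with the longer UMI primer gave 204468 ± 38298 (SD, n = 10). The ratio of the means was 1.23 (two-sided permutation test, p = 0.0307, 0.043 after Benjamini-Hochberg adjustment over 7 comparisons of tubes). With the shortened primer, 5 of the 10 tubes lay above every tube of the longer primer. Without the conversion of UMIs into transcripts, the alternative that moved this ratio most, it was 1.27 (permutation test, p = 0.0108). ERCC transcripts rose from 19300.0 ± 4133 to 30465 ± 5335 per tube (SD, n = 10 each), a ratio of 1.58 (permutation test, p = 2e-05, the smallest these permutations can give, 0.00014 after adjustment). The most abundant spike-ins came close to the number of possible UMIs, with a highest value of 1012 UMIs in the tubes of the longer primer, so that the converted ERCC totals rest on few saturated spike-ins. As UMIs without conversion, the ERCC ratio was 2.30 (permutation test, p = 2e-05). The amounts of the spike-ins added were not used here, and no absolute efficiency was computed.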

Use of the shortened primers indeed improved the sensitivity to 10.6 %, detecting more transcripts (Additional file 1: Figure S1). In this analysis on 100 pg of RNA, the number of detected genes also increased, though not significantly (Additional file 1: Figure S1a), which likely reflects that most of the additionally identified transcripts are of genes already detected using the longer primer.

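Genes detected per tube numbered 11235 ± 408 (SD, n = 10) with the shortened primer and 10975 ± 398 (SD, n = 10) with the longer one. The increase of 2.37 % was smaller than the SD between tubes (two-sided permutation test, p = 0.165, 0.192 after Benjamini-Hochberg adjustment), and 2 of the 10 tubes lay above every tube of the longer primer. When the UMIs of every tube were thinned to the 121363 of the lowest tube, the shortened primer detected fewer genes, 9882 ± 51.4 against 10100.0 ± 81.6 (SD, n = 10 each), a ratio of 0.978 (permutation test, p = 4e-05). This thinning takes away the gain in transcripts by its construction. Of the net gain in transcripts per tube, 97.1 % fell in the 7663 genes detected in all 10 tubes of the longer primer. A further 1171 genes were detected with the shortened primer and in no tube of the longer one, and they held 0.391 % of the gain. The share of all transcripts held by the 7663 genes was not computed. An even gain over all transcripts therefore cannot be told apart from these shares. The original primer, for which reads were counted, detected 10827 ± 879 genes (SD, n = 10), and the ratio of the longer UMI primer to it was 1.01 (permutation test, p = 0.633). That ratio went either way with the setting. It was 0.904 for genes at 2 or more (permutation test, p = 0.0144), 0.765 at 5 or more (permutation test, p = 0.00012) and 1.21 after thinning (permutation test, p = 2e-05). Finding no significant increase in genes, the paper proposes that most of the additional transcripts came from genes that the longer primer already detected.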

We next optimized the conversion of RNA to dsDNA by testing alternative commercially available reverse transcriptases for cDNA synthesis and polymerases for second-strand synthesis. We found that SuperScript II for the RT step (Additional file 1: Figure S1d) provided a major improvement. For second strand synthesis, the differences were less pronounced, but the polymerase and other components from the SuperScript II Double-Stranded cDNA Synthesis Kit were better than its competitors (Additional file 1: Figure S1e). We also modified our method of dsDNA and aRNA clean-up from column to beads, which provided a threefold gain in yield (Additional file 1: Figure S1d). While CEL-Seq was originally implemented using the Ambion MessageAmp II aRNA Amplification Kit, these changes led to a kit-free (and therefor cheaper) process because the reagents of the SuperScript II Double-Stranded cDNA Synthesis Kit may be purchased separately.

### Ligation-free library preparation improves read mapping

In the original CEL-Seq protocol, the aRNA is converted to a library compatible with Illumina sequencing by ligating the second adaptor [6]. Following conversion to cDNA with RT, a few PCR cycles completed the attachment of Illumina adaptors. The ligation step is not efficient, however, and introduces primer dimers that interfere with sequencing. CEL-Seq2 remedies this by inserting the Illumina adaptor directly at the RT step as a 5′-tail attached to a random hexamer (Fig. 1a, change 5), thus eliminating the ligation step. We prepared a library introducing the Illumina adaptor by ligation or using the random hexamer (no ligation) from the same amplified RNA. 

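The libraries with and without ligation were compared in 10 tubes each of 100 pg of clean C. elegans RNA, amplified with the UMI primer of 5 bases. The ligation tubes are those of the longer UMI primer in the comparison of primers. In the no-ligation tubes genes held between 162888 and 359078 UMIs, with a median of 281076. Each arm is again a single library, so a difference between arms compares these libraries over their tubes. UMIs were counted by the authors and converted into transcripts here as for the primers. The share of reads that mapped was not analysed here. The arms were compared as separate groups of tubes, without pairing.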

Sequencing of the “no ligation” libraries yields 93.8 % mapping of the reads with barcodes, an improvement from 60.9 % in the ligated library (Fig. 1b). This modification also led to the identification of more genes and transcripts (Fig. 1c, d), suggesting that the removal of the ligation step significantly increased the sensitivity. 

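The 10 no-ligation tubes held 298132 ± 58242 transcripts (SD, n = 10), on average 93664 more than the 10 ligation tubes. The ratio of 1.46 was larger than the spread between tubes (two-sided permutation test, p = 0.00052, 0.00182 after Benjamini-Hochberg adjustment), and 8 of the 10 no-ligation tubes lay above every ligation tube. Counting UMIs without conversion moved the ratio most, to 1.42 (permutation test, p = 0.00054). Genes detected rose by 5.45 % to 11573 ± 392 (SD, n = 10; permutation test, p = 0.00288, 0.00672 after adjustment), and 5 of the 10 tubes lay above every ligation tube. ERCC transcripts rose 1.28 times to 24694 ± 5385 (SD, n = 10; permutation test, p = 0.019, 0.0332 after adjustment), with 7 of 10 tubes above every ligation tube. When UMIs were counted without conversion (ratio 1.11), this difference did not pass the threshold between unpaired tubes (permutation test, p = 0.0706). With the tubes paired in number order, an alternative added after the data were seen, it did, and spike-ins were higher without ligation in 10 of 10 pairs (exact paired permutation test, p = 0.00195). In both arms spike-ins came close to saturation, with a highest value of 1018 UMIs in the no-ligation tubes. The lowest tube for spike-ins held 8769.6 ERCC transcripts with ligation (tube 20) and 10563 without (tube 50). The 7663 genes detected in every ligation tube took 96.1 % of the net gain in transcripts, and 895 genes detected only without ligation took 0.145 %. Here too, an even gain over all transcripts cannot be told apart from these shares. From the larger numbers of genes and transcripts, the paper proposes that leaving out the ligation step significantly increased the sensitivity.

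**Figure D1:**
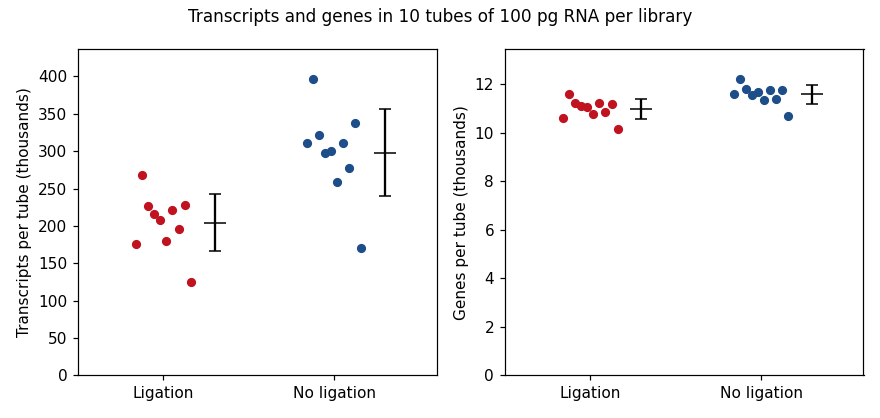
Transcripts (left) and genes (right) per tube, on axes in units of 1000, for the 10 tubes of each library, with each point a tube and the bar beside the points the mean and SD. Transcripts range from 125429 to 268052 with ligation and from 170101 to 396361 without, and genes from 10156 to 11602 and from 10694 to 12206.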

To control for sequencing depth, we sub-sampled 300,000 reads from each sample, and obtained similar results (Additional file 2: Figure S2a, b). In addition, this modification reduces the hands-on time and cost of library preparation and it alleviates the need for Illumina’s TruSeq Small-RNA kit.

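The paper's control draws equal numbers of reads before UMIs are counted, a step that cannot be repeated from UMI counts. Here the counted UMIs of each tube were instead drawn down to the lowest total of the 20 tubes, which makes the totals equal by construction and is not a control for sequencing depth. At that equal number of UMIs, genes per tube were 10044.5 ± 78.3 without ligation and 10092 ± 82.4 with it (SD, n = 10 each). The ratio of 0.995 was not distinguishable from 1 between unpaired tubes (two-sided permutation test, p = 0.203). With tubes paired in number order, genes were higher without ligation in 1 of 10 pairs, and the small decrease passed the threshold (exact paired permutation test, p = 0.00391). At the full totals, the increase held for genes at 5 or more UMIs, with a ratio of 1.15 (permutation test, p = 0.0012).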

### CEL-Seq2 is compatible with different platforms

Our implementation of CEL-Seq for individual tubes is easily scaled-up to plates and could be performed with robotic liquid handlers. To further improve the efficiency, we sought to implement CEL-Seq2 on the Fluidigm C1, a nanoliter automatic microfluidic instrument. After capture of individual cells, the C1 loads the individually barcoded CEL-Seq2 primers from the outlet wells, lyses the cells chemically (rather than our traditional lysis by freezing), and performs an RT reaction followed by second-strand synthesis. In place of a cDNA clean-up, the second strand enzymes are heat inactivated. IVT then occurs for each sample individually. The amplified RNA is harvested from the C1 chip and pooled to a single sample from which a library is prepared.

We performed CEL-Seq2 both manually and using the C1 on mouse fibroblast cells carrying a CyclinB1-GFP fusion reporter [12] and compared this to data obtained using the original protocol (with the single modification that the primers contained UMIs). We processed 24 cells using the original CEL-Seq protocol and 20 cells using CEL-Seq2, as well as cells loaded on the C1 (we had 72 single cells captured, Additional file 3: Table S1). 

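Expression was measured in ear fibroblasts of mice with a fusion of Cyclin B1 and GFP, a reporter of the cell cycle. The 24 CEL-Seq cells and the 20 CEL-Seq2 cells were sorted by GFP and prepared manually, with 12 and 10 cells of each GFP class, and the CEL-Seq2 cells were amplified in 2 IVT reactions. On the C1, a microfluidic chip, 72 of the 96 chambers held 1 cell according to Table S1, and the authors' expression table marks 70 of them as single cells, leaving out positions 21 and 95. All 72 were used here. The authors' tables hold UMI counts for 22721 mouse genes and 92 spike-ins without normalization. Genes held between 6646 and 163990 UMIs per cell in CEL-Seq (median 46339), 21849 to 197593 in CEL-Seq2 (median 125442) and 12098 to 456339 on the C1 (median 138377). UMIs were converted into transcripts with the same binomial statistics, with UMIs of 5 bases for CEL-Seq and of 6 bases for CEL-Seq2. No value of the C1 table was above the number of possible UMIs of 5 bases, and that length was taken for it. By the paper's protocols, the C1 run used MessageAmp reagents, with another reverse transcriptase than manual CEL-Seq2. Ratios of the C1 to manual CEL-Seq2 therefore do not compare the platforms alone. The labels name no separate animals or cultures, so each method is 1 sample of cells, differences between methods were not tested, and each SD describes the spread of cells.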

Spike-ins were added to each cell allowing us to compare the efficiencies of transcript detection by fitting a linear relationship on the log-log plot (Fig. 2a). The intersect with the y-axis provides a measure of the efficiency and brings us to 19.7 %, relative to 5.8 % for CEL-Seq. 

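The sum of ERCC transcripts per cell was 8704 ± 1148 (SD over 20 cells) in CEL-Seq2 and 1925 ± 732 (SD over 24 cells) in CEL-Seq, a ratio of 4.52. The lowest CEL-Seq2 cell, at 7083, lay above the highest CEL-Seq cell, at 4312. Of the alternatives, the ratio of medians moved this value most, to 4.82. At least 1 UMI was found for 64 of the spike-ins in CEL-Seq and 71 in CEL-Seq2. All 60 spike-ins seen with both methods were higher in CEL-Seq2, with a median ratio of 4.08 and quartiles of 3.19 and 4.80. These ratios assume that equal amounts of spike-ins were added with both methods, and the efficiencies themselves were not computed.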

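ERCC transcripts summed to 12291 ± 3310 (SD over 72 cells) per C1 chamber with 1 cell, 1.41 times the manual CEL-Seq2 mean. Of the 71 spike-ins seen with both, 59 were higher on the C1, with a median ratio of 1.68, and 83 spike-ins had at least 1 UMI there. The direction depended on the conversion of UMIs into transcripts. As UMIs without conversion the ratio was 0.894, and it was 0.833 when UMIs of 6 bases were taken for the C1, an alternative added after the data were seen. Spike-ins were added on the C1 in the lysis mix, by another route than in tubes, and the amounts were not compared here.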

On the C1 an even higher efficiency is obtained of 22 %. These efficiencies are based on the spike-ins and are probably an under-estimation of the true efficiency.

**Fig. 2:**
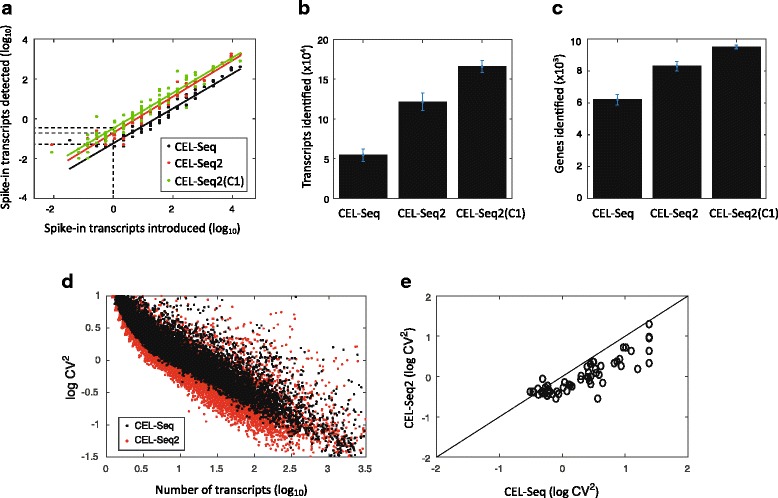
Performance of CEL-Seq2 compared to the original CEL-Seq. In total, 24, 20, and 72 single fibroblasts were analyzed by CEL-Seq, CEL-Seq2, and CEL-Seq2(C1), respectively. **a** For each of the 92 ERCC spike-ins the average observed and expected molecules across the examined cells is plotted. The lines were fitted using a linear model and the efficiency was computed as the y-intercept. **b** Comparing the mean number of transcripts identified per cell between the methods. **c** Comparing the mean number of genes identified per cell between the methods. **d** Coefficient of variation for the original CEL-Seq and CEL-Seq2. Each dot indicates a gene’s squared coefficient of variation. **e** A comparison between the squared coefficients of variation for the detected ERCC spike-ins. Error bars indicate standard error

The increased sensitivity of CEL-Seq2 is observed both in terms of the increased detection of transcripts and genes. 

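Manual CEL-Seq2 gave 121280 ± 49166 transcripts per cell (SD over 20 cells) and CEL-Seq 54549 ± 38568 (SD over 24 cells), a ratio of 2.22. The ratio of medians moved this value most, to 2.68. Genes detected per cell were 8312 ± 1342 and 6196 ± 1641 (SD over cells), 34.2 % more in CEL-Seq2. With each cell thinned to 20000 UMIs, which also takes away differences in capture, CEL-Seq2 detected 2.96 % more genes. On the C1 the 72 single cells gave 159243 ± 70754 transcripts and 9523 ± 931 genes (SD over cells), 1.31 and 1.15 times the manual CEL-Seq2 means. For transcripts the ratio was 1.56 in positions 49 to 96 of the chip and 1.03 in positions 1 to 48. Chambers in which no cell was recorded held transcripts too, 63.6 % of the mean of chambers with 1 cell. In CEL-Seq the GFP+ cells held 2.37 times the transcripts of the GFP– cells, 76688 against 32410 (12 cells each), while in CEL-Seq2 this ratio was 1.15. From these larger numbers of transcripts and genes, the paper concludes that CEL-Seq2 has a higher sensitivity than CEL-Seq.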

CEL-Seq2 identifies twice as many transcripts per cell compared to the original protocol (Fig. 2b) and 30 % more genes (Fig. 2c), and again on the C1 the protocol performance is even better. Examining the noise in gene expression levels across our samples, we see that genes identified by the original protocol show reduced levels of noise with CEL-Seq2 (Fig. 2d). In particular, for the spike-ins we find lower levels of noise for almost all 92 spiked-in RNA-species (Fig. 2e). 

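The squared coefficient of variation (CV2) over cells was compared for the 5935 genes with a mean of at least 1 UMI per cell in both methods. It was lower in CEL-Seq2 for 5274 of them, 88.9 % (exact 95 % binomial interval 88.0–89.7 %, counting error over genes only), with a median of 0.495 against 1.04 in CEL-Seq. The values were not scaled between cells, and the totals per cell varied less in CEL-Seq2, with a coefficient of variation of 40.2 % against 67.5 %. The share was 80.9 % with cells scaled to the median total and 76.9 % with 1/mean, the counting noise, subtracted from CV2 without scaling. With cells scaled and counting noise subtracted together, an alternative added after the data were seen, it was 48.0 % (interval 46.6–49.3 %). When cells were thinned to 20000 UMIs, which left 20 CEL-Seq2 and 21 CEL-Seq cells and 2774 genes, CV2 was lower in CEL-Seq2 for 44.8 % of genes. Without thinning, the share was 66.5 % among GFP+ cells alone and 88.5 % among GFP– cells alone (10 CEL-Seq2 and 12 CEL-Seq cells each).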

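All 60 spike-ins detected with both methods had a lower CV2 in CEL-Seq2 (100 %, exact 95 % binomial interval 94.0–100 %, counting error over spike-ins only). Their median CV2 was 0.257 in CEL-Seq2 and 1.75 in CEL-Seq. The total of ERCC UMIs per cell had a coefficient of variation of 11.2 % over the 20 CEL-Seq2 cells and 32.9 % over the 24 CEL-Seq cells. With spike-ins thinned to 1000 UMIs per cell (20 CEL-Seq2 and 21 CEL-Seq cells), an alternative added after the data were seen that moved the share most, 31 of 51 spike-ins were lower in CEL-Seq2, or 60.8 % (interval 46.1–74.2 %).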

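Equal numbers of reads could not be drawn from UMI counts, and the UMIs of each cell were thinned instead, leaving out cells with fewer UMIs than the number drawn. This equalises the transcripts per cell by construction and compares only the genes found among them. At 10000 UMIs, CEL-Seq2 detected 3296 genes per cell (20 cells) and CEL-Seq 3204 (23 cells), and at 40000 UMIs 6341 (18 cells) and 6167 (15 cells). The ratio was 1.03 at each number. For the C1 against manual CEL-Seq2 it was 1.15 at 10000 UMIs, 1.13 at 20000 and 1.1 at 40000. C1 chambers recorded without a cell held 7778 to 9426 genes. By an estimate from 3 source chambers, a median of 0.737 of the transcripts in chambers with 1 cell could come from other chambers. The C1 ratio therefore need not count only genes of the captured cell.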

Again, to control for differences in sequencing depth, we subsampled 300,000 reads from each sample and obtained similar results (Additional file 2: Figure S2c–g).

### Using CEL-Seq2 to determine cell-cycle associated differences in the transcriptome

In order to determine the changes to the transcriptome associated with the cell cycle, we used mouse fibroblast cells carrying a CyclinB1-GFP fusion reporter. These cells are GFP positive (GFP+) during the S, G2, and M phases of the cell cycle, and GFP negative (GFP–) at the G1 phase (Fig. 3a). We used data obtained on the C1, where we can load a mixed population of cells, but determine the GFP status of each before processing the cells. 

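Of the 72 chambers with 1 cell, Table S1 records 35 as GFP+, 28 as GFP–, 8 as weak and 1, position 21, without an assignment. The 63 cells recorded as GFP+ or GFP– were used here. They held a median of 142083 UMIs (60216–456339) in the GFP+ class and 137494 (12098–218614) in the GFP– class. Expression of each class was taken as the sum of its UMIs in CPM, and each log2 ratio has an exact interval that covers counting error only. The cells come from 1 chip, so each class is 1 sample and no test was made between classes. The reporter gene Ccnb1 (ENSMUSG00000041431) checks the classes, and it was at 241 CPM in GFP+ cells (1336 UMIs) and 129.6 in GFP– cells (474 UMIs), a log2 ratio of 0.90 (interval 0.74 to 1.05). In the manually sorted cells its log2 ratio was 3.32 in CEL-Seq2, where 1 cell held 41.0 % of its UMIs, and 1.30 in CEL-Seq. Actb differed by a log2 ratio of -0.07 between the classes. Within positions 1 to 48 Actb was at 0.09, and within positions 49 to 96 at -0.17. Gapdh differed by 0.03, which became -0.02 when each cell was weighted equally or within positions 49 to 96. Without the GFP+ cell at position 90, Gapdh was at -0.08.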

We selected the set of genes that showed high coefficient of variation relative to the mean of expression (Fig. 3b) and performed principal component analysis using these genes. We found that the GFP– and GFP+ cells were well separated (Fig. 3c). 

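Each of the 63 cells was scaled to the median total, and the 500 genes with the highest CV2 relative to a running median over the mean were taken from the 6285 genes with a mean of at least 3 UMIs. The principal components were computed on log2(UMIs + 1) after centring. The third component, with 9.92 % of the variance, separated the GFP classes best. Its area under the ROC curve, the chance that a GFP– cell scores above a GFP+ cell, was 0.86 over 35 and 28 cells. For every component the area was taken in the direction that gives the larger value. The second component, with GFP– cells higher, and the fifth, with GFP+ cells higher, each reached 0.848, and the first, with 32.4 % of the variance, reached 0.55. Instead, the first component separated the chambers at positions 1 to 48 from those at 49 to 96 without overlap. Within these sets of positions, an alternative added after the data were seen, the best were component 4 at 0.871 and component 1 at 0.887. Taking 1000 genes moved the area of the best component most, to 0.897, again on the third. With 250 genes the best was component 2, at 0.833, and the third reached 0.583. With the 500 genes, the lowest GFP+ cell on the third component, at -28.5, was that at position 96. From this separation the paper goes on to the genes along the third component.

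**Figure D2:**
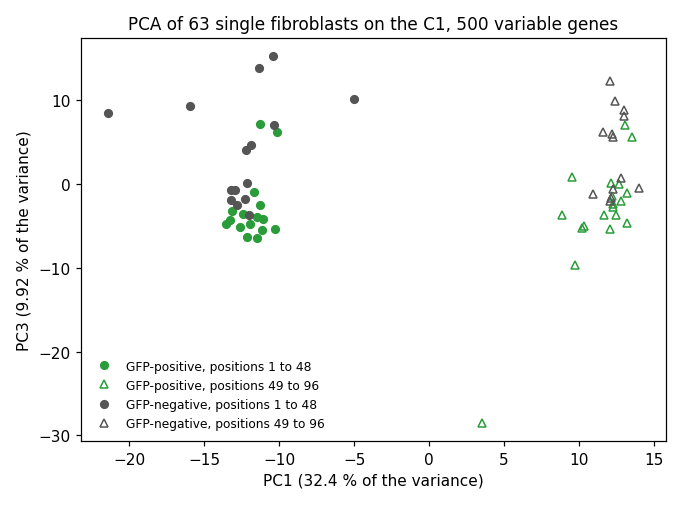
Scores of the 63 single cells on the first principal component and the third, with the share of variance on each axis; green points are GFP+ cells and grey points GFP– cells, filled circles lie at positions 1 to 48 and open triangles at 49 to 96. GFP– cells score higher on the third on average (4.04 against -3.23), with overlap, and the sets of positions lie apart on the first.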

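The genes with the most positive loading on the third component, the side of the GFP– cells, were Lif, Il11, Spp1, Flrt3 and Slpi, and those with the most negative loading were Postn, Kif20a, Ugcg, Ube2c and Sim2. Spp1 and Slpi, lower in GFP+ cells on the C1 (log2 ratios of -1.17 and -1.01), were higher in GFP+ cells of manual CEL-Seq2 (0.95 and 1.42), and Sim2 had a counting interval that includes 0 (-0.04 to 0.57). Gene Ontology terms were not analysed here, and fixed lists of cell cycle genes were used instead. The 54 genes of the G2/M list had a median log2 ratio of GFP+ to GFP– cells of 0.72, and all 54 were higher in GFP+ cells. The 43 genes of the S list had a median of 0.56, with 43 higher, against a median of 0.06 over all genes. None of 10000 random lists matched on mean expression reached these medians, with highest values of 0.17 and 0.27. Within positions 49 to 96, the alternative that moved the G2/M median most, it was 0.83, and leaving out each chamber in turn kept it between 0.68 and 0.77 over all positions. In manual CEL-Seq2 the medians were 2.43 for 50 genes and 1.67 for 27. The largest log2 ratios among all genes with at least 200 UMIs were those of Ube2c (1.69), Aurkb (1.68), Hist1h2ad (1.66), Hist1h2ag (1.61) and Ect2 (1.56). With each cell weighted equally, Hist1h2ad fell to 0.88, beyond its counting interval. Ube2c (1.44), Aurkb (1.81), Hist1h2ag (1.19) and Ect2 (1.43) stayed within theirs. The histone genes have near-identical copies, between which reads can be split. The 5 highest members of the G2/M list were Ube2c, Aurkb, Hmgb2 (1.60), Ect2 and Kif11 (1.55), and those of the S list, in a separate ranking, were Casp8ap2 (1.495), Rad51ap1 (1.21), Blm (1.05), Cenpu (1.03) and Chaf1b (0.94). The lowest log2 ratio was that of Igfbp3, -2.70, which was -1.67 without the GFP– cell at position 34. Without that cell Lama3 went from -1.91 to -0.74, Serpinb2 from -1.78 to -1.08 and S100a14 from -1.72 to -1.13. Col17a1 went from -1.84 to -1.14 without the GFP– cell at position 6.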

When querying for functional enrichments on the set of genes that were differentially expressed across the third principal component, above and below zero, we found that these genes were enriched in cell cycle, cell division, and chromosome segregation (Fig. 3d).

**Fig. 3:**
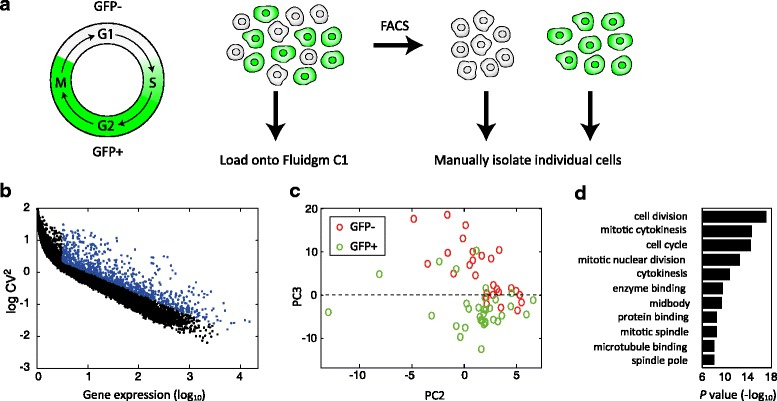
Cell-cycle associated differences in the transcriptome. **a** Experimental system. GFP+ cells are in the S, G2, and M phases of the cell cycle and a growing culture is composed of roughly equal numbers of GFP+ and GFP– cells. Trypsinized cells are either loaded directly onto the Fluidigm C1 with GFP signal observed in the chip, or sorted according to the GFP signal and manually frozen. **b** Coefficient of variation on the C1. Each *dot* indicates a gene’s squared coefficient of variation. **c** PCA of the genes with high coefficient of variation (labeled *blue* in (**b**)). **d** Gene Ontology (GO) terms of differentially expressed genes – PC3 > 0 vs. PC3 < 0 in (**c**)

### CEL-Seq2 shows better sensitivity and reproducibility than Smart-Seq

Finally, we sought to directly compare the performance of CEL-Seq2 to another single-cell method by studying an identical cell type. We therefore performed CEL-Seq2 on mouse dendritic cells – formerly the subject of intense analysis using Smart-Seq on the C1 [13]. The dendritic cells were sorted into a 384-well plate containing the CEL-Seq2 primers and dNTPs (see Methods). 

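Bone marrow-derived dendritic cells of the mouse, sorted for the marker CD11c and not stimulated, were measured by CEL-Seq2 in 48 single cells. The authors counted UMIs over 27723 UCSC transcript identifiers, which the table does not pair with gene symbols, and each identifier is counted here as a gene. The cells held between 3704 and 380791 UMIs, with a median of 120399. The labels name no separate animals, so the 48 cells are 1 sample, and each SD is the spread of cells. The Smart-Seq cells of the comparison were not analysed here.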

Following the sort, the plate was frozen to induce lysis with the release of mRNA from the cell and then directly processed – without a clean-up step – using the manual version of the CEL-Seq2 protocol. We found that CEL-Seq2 showed remarkable sensitivity and reproducibly, detecting nearly twice as many genes per cell as Smart-Seq (Fig. 4a). 

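CEL-Seq2 detected 8745 ± 3078 genes per dendritic cell (SD over 48 cells), with a range of 1765 to 11993. The distribution had a tail of cells with few UMIs, and the median was 10067 genes. Thinning to 20000 UMIs moved the mean most, to 5508 ± 294 (SD over the 40 cells that had as many, with 8 left out). At that number of UMIs the coefficient of variation of genes per cell was 5.34 % over these 40 cells. At full depth it was 35.2 % over all 48 cells. The 8 cells left out have the fewest UMIs, so this contrast mixes their removal with the equal depth. The paper sets the number of genes per cell beside that of Smart-Seq in the same cell type and states from it the sensitivity of CEL-Seq2.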

For a given expression level, the chance of detection is higher in CEL-Seq2 (Fig. 4b). Moreover, this pattern is strikingly evident when examining the fraction of cells in which expression is detected for individual genes (Fig. 4c).

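The chance of detection was computed over genes grouped by mean UMIs per cell in steps of 0.25 log10 units. The 1797 genes with a mean of 1 to 1.78 UMIs were detected in 55.2 ± 8.67 % of the 48 cells (SD over genes). If every cell held the mean and only counting varied, 73.7 % of cells would have detected them. Genes with a mean of 0.1 to 0.178 UMIs were detected in 10.7 % of cells and those with 10 to 17.8 UMIs in 89.4 %. With cells scaled to the median total before genes were grouped, the share from 1 to 1.78 UMIs was 55.1 %.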

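Of the listed genes, 16354 had at least 1 UMI in some cell, and the median such gene was detected in 60.4 % of the 48 cells. Detection in every cell was seen for 353 genes, in at least 90 % of cells for 1839 and in at least 50 % for 9568. At the other end, 2454 genes were detected in at most 10 % of cells. These are shares of cells with a UMI at the depth of each cell.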

**Fig. 4:**
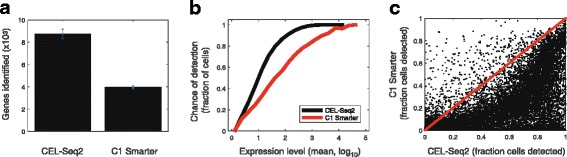
Performance of CEL-Seq2 compared to other methods. **a** Number of genes detected in mouse dendritic cells using CEL-Seq2 and C1 Smarter, as previously described [13]. **b** Chance of detection of transcripts from a particular gene across the two methods. For each gene we computed the average expression across all cells and the fraction of cells in which the expression was detected. For each expression level bin, the average fraction detected was computed. **c** Comparison at the gene-level between the fraction of cells in which expression was detected using the two methods. *Dots* indicate genes

While Smart-Seq2 has an improved template switch step relative to Smart-Seq [5], previous work has also shown that C1-based transcriptomics shows increased sensitivity [14], thus making for an appropriate comparison. It is important to note that CEL-Seq2, as a 3′ tag method, differs from Smart-Seq, which produces full-length transcripts. The comparison presented in Fig. 4 is thus complicated by this basic difference. CEL-Seq2 does not provide information on most instances of splicing since it is strongly 3′-biased. However, the sensitivity and ability to individually count transcripts offer a clear advantage for most transcriptomics applications.

## Conclusions

Collectively, CEL-Seq2 benefits from optimized primers, reagents, clean-up, and library preparation step. Together, these modifications greatly improve the quality of the data and make CEL-Seq2 more time- and cost-efficient. Furthermore, our Fluidigm C1-enabled cell-barcoding allows for a single library construction, instead of working individually to set up the library preparation for each cell. Our improvements will also be able to be implemented in the inDrop and Drop-Seq methods [15, 16].

## Methods

### CEL-Seq and CEL-Seq2

CEL-Seq was performed as previously described [6], with the exception that a 5 base UMI was added to the primer and the barcode length was reduced to 6 bases. For CEL-Seq2 the following modifications were introduced (see Additional file 4: Supplementary file 1 for a detailed protocol): (1) A new set of primers was used (Additional file 5: Table S2). Primers are shorter and include an UMI upstream of the barcode. (2) SuperScript® II Double-Stranded cDNA Synthesis Kit is used to convert the mRNA to double stranded DNA. Reagents can be purchased individually, see protocol. (3) Nucleic acid purification steps are performed with RNAClean and AMPure XP beads. (4) The aRNA was converted to cDNA using random priming. A random hexamer was used with a 5′-tail containing the Illumina 3′ adaptor sequence.

### Barcode design

Six nucleotide barcodes were designed so that every pair of barcodes had a Hamming distance of at least 2 bases ensuring that a single sequencing error would not cause the read to be associated with a different sample. Each unique barcode was designed to have a GC content of 33–67 % to avoid low-complexity barcodes which may result in low sequencing quality, and to have the last nucleotide anything other than T. 168 unique barcodes matching these constraints were selected, although larger groups can be constructed.

### Fibroblast culturing

Mouse ear fibroblasts were derived from 1-month-old CyclinB1-GFP mice [12], as previously described [17]. Briefly, a small piece of mouse ear was collected and digested overnight in DMEM containing Collagenase/Dispase. The tissue was then dissociated by gentle pipetting and cells were washed in DMEM/10 % FBS/1 % Pen-Strep/1 % L-Glutamine, pelleted, seeded, and cultured for 2–4 days before sorting on a FACS ARIA (Becton Dickinson).

### Fluidigm C1

Chip priming and cell capture were performed according to the manufacturer’s instructions. After cell capture, CEL-Seq primers were loaded to each of the 96 outlets. The lysis mix was loaded to inlet # 3, RT mix to inlet #4, second strand mix to inlet #7, and IVT mix to inlet # 8, and the CEL-Seq program was run. The resulting aRNA was pooled from all outlets, bead purified, fragmented, and purified again. Library was prepared according to the CEL-Seq2 protocol.

### Sequencing

Paired-end sequencing was performed on the Hiseq 2500 in rapid mode, 15 bases for read 1 (R1), 7 bases for the Illumina index, and 36 bases for read 2 (R2). The data have been deposited under GEO accession number GSE78779.

### Expression analysis pipeline

CEL-Seq reads were processed into an expression matrix using a multistep, parallel computational pipeline within the Galaxy framework [6]. For CEL-Seq2, we developed a new pipeline as a standalone lightweight python program allowing for a faster run-time. The CEL-Seq2 pipeline is compatible also with CEL-Seq reads. The pipeline is distributed under the GPLv3 license allowing others to further customize (https://github.com/yanailab/CEL-Seq-pipeline). The pipeline consists of the following steps: (1) Demultiplexing: using the barcode from R1 we split R2 reads into their original samples creating a separate file for each sample. Since the UMI is also read in R1 we extract it and attach it to the R2 read metadata for downstream analysis. (2) Mapping: using Bowtie2 [18], we map the reads of the different samples in parallel, cutting the analysis time by roughly the number of available cores. (3) Read counting: A modified version of the htseq-count script [19] (https://github.com/yanailab/CEL-Seq-pipeline) that supports the identification and elimination of reads sharing the same UMI to generate an accurate molecule count for each feature. As in Grun et al. [7] we use binomial statistics to convert the number of UMIs into transcript counts. The different steps in the pipeline are wrapped together in a single program with a simple configuration file allowing to control for different run modes. We include the C1 steps as Additional file 6: Supplementary file 2.

### Smart-Seq comparison

Smart-Seq C1 transcriptome data for single mouse dendritic cells were download from GEO under accession number GSE48968.

## Ethics

All animal experiments were performed in accordance with guidelines established by the joint ethics committee (IACUC) of the Hebrew University and Hadassah Medical Center and IACUC protocol number 0612-058-15 at MIT. The Hebrew University is an AAALAC International accredited institute.

## Availability of data and materials

The data have been deposited under GEO accession number GSE78779. Our pipeline is available at https://github.com/yanailab/CEL-Seq-pipeline.

## Additional files

Additional file 1: Figure S1. Optimization of the CEL-Seq protocol. **A** Number of genes obtained from ten replicates of 100 pg RNA performed with each type of primer: the original primer, the original primer with the inclusion of UMI, and the shortened UMI primer. **B** Number of transcripts identified for the two primers containing a UMI. **C** Estimating the efficiency of CEL-Seq using UMIs and ERCC spike-ins. The efficiency is computed as the y-intercept. **D** Side-by-side comparison of column clean-up, bead clean-up, and two RTs relative to CEL-Seq with a UMI primer. **E** Side-by-side comparison of different second-strand synthesis enzymes. The MessageAmp II enzyme was the one used originally. (PDF 519 kb) Additional file 2: Figure S2. Controlling for sequencing depth. Similar results were obtained when subsampling to 300,000 reads. **A**, **B** Same as Fig. 1c, d with the equal subsampling. **C**–**G** Same as Fig. 2 with the equal subsampling. (PDF 2999 kb) Additional file 3: Table S1. Cell capture and GFP+/– signal of cells on the Fluidigm C1. (PDF 55 kb) Additional file 4: Supplementary file 1. The CEL-Seq2 protocol. This file includes the detailed CEL-Seq2 protocol. (DOCX 279 kb) Additional file 5: Table S2. The sequences of the CEL-Seq primers. The 8 base barcodes are as previously published, the 6 base barcodes are listed in the detailed protocol. (PDF 43 kb) Additional file 6: Supplementary file 2. CEL-Seq in C1. The file includes the complete information for performing CEL-Seq on the Fluidigm C1 instrument.

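Table S1 gives the number of cells seen in each chamber of the chip before lysis and their GFP signal. Chambers with 2 cells (17) held 190141 transcripts on average, 119.4 % of the mean of chambers with 1 cell, chambers with 3 cells (3) 135 %, and the single chamber with about 10 cells 161 %. Set against chambers with 1 cell of the same positions, the values at positions 1 to 48 were 64.8 % without a cell (2 chambers), 132 % with 2 cells (9), 191 % with 3 cells (2) and 205 % with about 10 cells (1). At positions 49 to 96 they were 74.6 % without a cell (1), 114.8 % with 2 cells (8) and 88.8 % with 3 cells (1). The 114.8 % depends on position 61, with 452562 transcripts against 209631 in the next highest of these 8 chambers. The medians at positions 49 to 96 were 191580 transcripts with 2 cells and 168301 with 1 cell. The 3 chambers without a recorded cell, positions 23, 28 and 56, held 94952, 67249 and 141571 transcripts and between 7778 and 9426 genes, with ERCC transcripts (mean 11916) close to those of the other chambers. Means at positions 1 to 48 thus rose with the number of cells, by less than in proportion to it, and several rest on 1 or 2 chambers. By their barcode numbers, 48 primers were each used at a position from 1 to 48 and at another from 49 to 96. Genes with a peak in 1 chamber were used to follow transcripts between chambers. A gene was taken where its highest chamber held at least 100 UMIs and at least 5 times those of the next chamber, the second of 2 rules tried after the data were seen. The 27 such genes peaked at positions 25, 34 and 88, so the values rest on 3 chambers, and they assume that the other chambers did not express them. The other chambers in the same set of 48 positions as the peak held 14651 of their UMIs, and the chambers of the other set 650, 23.0 times fewer per chamber. A UMI of these genes was found in a median of 97.9 % of the other chambers of the same set and 8.33 % of the chambers of the other set. A median of 68.3 % of a gene's UMIs lay outside the peak chamber (44.7–82.7 %), against 3.57 % in manual CEL-Seq2 (15 genes) and 40.3 % in CEL-Seq (4 genes). These shares are summed over pools of different size, of 48 chambers on the C1, 10 cells in CEL-Seq2 and 24 cells in CEL-Seq. Per other chamber or cell, the median was 4.59 % of the UMIs of the peak on the C1, 0.412 % in CEL-Seq2 and 2.93 % in CEL-Seq.

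**Figure D3:**
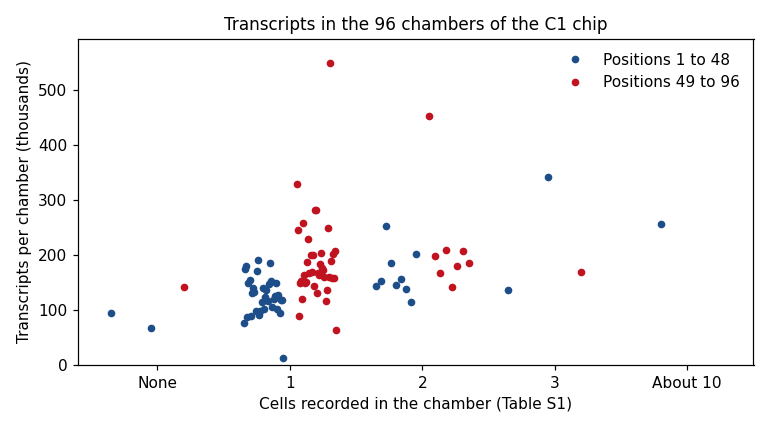
Transcripts in each of the 96 chambers of the C1 chip, on an axis in units of 1000, by the number of cells recorded in the chamber, blue at positions 1 to 48 and red at 49 to 96. The 3 chambers without a cell lie between 67249 and 141571, within the range of the 72 chambers with 1 cell (12267 to 549423).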

# Supplementary material for: CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq
**Source:** Genome Biol. 2016 Apr 28;17:77. doi: 10.1186/s13059-016-0938-8
**Supplement:** Additional file 3: Table S1. — Cell capture and GFP+/– signal of cells on the Fluidigm C1.

**Table S1. Cell capture and GFP+/- signal of cells on the Fluidigm C1.**

| cell position | barcode | # of cells | GFP      |
|---------------|---------|------------|----------|
| 1             | 33      | 1          | positive |
| 2             | 17      | 1          | positive |
| 3             | 1       | 1          | negative |
| 4             | 41      | 1          | negative |
| 5             | 25      | 1          | positive |
| 6             | 9       | 1          | negative |
| 7             | 34      | 1          | negative |
| 8             | 18      | 1          | positive |
| 9             | 2       | 2          | weak     |
| 10            | 42      | 1          | positive |
| 11            | 26      | 1          | negative |
| 12            | 10      | 1          | positive |
| 13            | 35      | 2          | mixed    |
| 14            | 19      | 1          | positive |
| 15            | 3       | 1          | negative |
| 16            | 43      | 2          | positive |
| 17            | 27      | 1          | negative |
| 18            | 11      | 1          | positive |
| 19            | 36      | 1          | negative |
| 20            | 20      | 2          | mixed    |
| 21            | 4       | 1          | ?        |
| 22            | 44      | ~10        | mixed    |
| 23            | 28      | 0          | n.a.     |
| 24            | 12      | 1          | positive |
| 25            | 5       | 3          | mixed    |
| 26            | 21      | 1          | positive |
| 27            | 37      | 2          | mixed    |

| cell position | barcode | # of cells | GFP      |
|---------------|---------|------------|----------|
| 49            | 1       | 1          | positive |
| 50            | 17      | 1          | positive |
| 51            | 33      | 1          | positive |
| 52            | 9       | 1          | negative |
| 53            | 25      | 1          | positive |
| 54            | 41      | 1          | positive |
| 55            | 2       | 1          | positive |
| 56            | 18      | 0          | n.a.     |
| 57            | 34      | 1          | negative |
| 58            | 10      | 1          | negative |
| 59            | 26      | 1          | positive |
| 60            | 42      | 1          | positive |
| 61            | 3       | 2          | positive |
| 62            | 19      | 1          | weak     |
| 63            | 35      | 2          | mixed    |
| 64            | 11      | 1          | positive |
| 65            | 27      | 3          | positive |
| 66            | 43      | 1          | positive |
| 67            | 4       | 1          | negative |
| 68            | 20      | 1          | positive |
| 69            | 36      | 1          | weak     |
| 70            | 12      | 2          | mixed    |
| 71            | 28      | 1          | positive |
| 72            | 44      | 1          | positive |
| 73            | 37      | 1          | weak     |
| 74            | 21      | 2          | mixed    |
| 75            | 5       | 2          | negative |

|    |    |   |          |
|----|----|---|----------|
| 28 | 13 | 0 | n.a.     |
| 29 | 29 | 1 | positive |
| 30 | 45 | 1 | weak     |
| 31 | 6  | 1 | positive |
| 32 | 22 | 1 | positive |
| 33 | 38 | 1 | positive |
| 34 | 14 | 1 | negative |
| 35 | 30 | 1 | negative |
| 36 | 46 | 2 | mixed    |
| 37 | 7  | 3 | mixed    |
| 38 | 23 | 1 | positive |
| 39 | 39 | 2 | mixed    |
| 40 | 15 | 1 | negative |
| 41 | 31 | 1 | negative |
| 42 | 47 | 2 | negative |
| 43 | 8  | 1 | positive |
| 44 | 24 | 1 | negative |
| 45 | 40 | 1 | negative |
| 46 | 16 | 1 | weak     |
| 47 | 32 | 2 | mixed    |
| 48 | 48 | 1 | negative |

|    |    |   |          |
|----|----|---|----------|
| 76 | 45 | 1 | positive |
| 77 | 29 | 2 | mixed    |
| 78 | 13 | 1 | negative |
| 79 | 38 | 1 | weak     |
| 80 | 22 | 1 | negative |
| 81 | 6  | 1 | weak     |
| 82 | 46 | 2 | mixed    |
| 83 | 30 | 1 | positive |
| 84 | 14 | 1 | negative |
| 85 | 39 | 1 | weak     |
| 86 | 23 | 1 | negative |
| 87 | 7  | 1 | negative |
| 88 | 47 | 2 | negative |
| 89 | 31 | 1 | negative |
| 90 | 15 | 1 | positive |
| 91 | 40 | 1 | negative |
| 92 | 24 | 1 | negative |
| 93 | 8  | 1 | negative |
| 94 | 48 | 1 | positive |
| 95 | 32 | 1 | positive |
| 96 | 16 | 1 | positive |

# Supplementary material for: CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq
**Source:** Genome Biol. 2016 Apr 28;17:77. doi: 10.1186/s13059-016-0938-8
**Supplement:** Additional file 4: — Supplementary file 1. The CEL-Seq2 protocol. This file includes the detailed CEL-Seq2 protocol.

CEL-Seq2 Protocol

**Reagents:**

LoBind tubes – 0.5 ml – Eppendorf 022431005

Ultra pure RNase free water

Ethanol

Bioanalyzer kits - Agilent RNA pico kit (5067-1513), high sensitivity DNA kit (5067-4626)

Qubit reagents: dsDNA HS Assay – invitrogen [Q32851](http://products.invitrogen.com/ivgn/en/US/adirect/invitrogen?cmd=catProductDetail&entryPoint=adirect&productID=Q32851) or [Q32854](http://products.invitrogen.com/ivgn/en/US/adirect/invitrogen?cmd=catProductDetail&entryPoint=adirect&productID=Q32854)

For RNA amplification:

ERCC RNA spike-in mix – Ambion 4456740

dNTPs mix 10mM

SuperScript II – Invitrogen 18064-014

RNaseOUT – Invitrogen 10777-019

Second strand buffer – Invitrogen 10812-014

DNA Plymerase I (E. coli) – Invitrogen 18010-025

E. coli DNA ligase – Invitrogen 18052-019

RnaseH (E. coli) – Invitrogen 18021-071

MEGAscript T7 Transcription Kit – Ambion AM1334

ExoSAP-IT For PCR Product Clean-Up – Affymetrix 78200

Fragmentation buffer: 200mM Tris-acetate, pH 8.1, 500 mM KOAc, 150 mM MgOAc

Fragmentation stop buffer: 0.5 M EDTA pH8

AMPure XP beads – Beckman Coulter A63880

RNAClean XP beads - Beckman coulter A63987

Bead binding buffer - 20% PEG8000, 2.5M Nacl

For Library preparation:

SuperScript II – Invitrogen 18064-014

RNaseOUT – Invitrogen 10777-019

AMPure XP beads – Beckman Coulter A63880

Phusion® High-Fidelity PCR Master Mix with HF Buffer – NEB M0531

randomhexRT primer - GCCTTGGCACCCGAGAATTCCANNNNNN

RNA PCR primers (sequences available from Illumina)

Primers re-suspended at 100μM, PCR primers used at 10μM.

**Equipment:**

Thermocycler with lid with adjustable temperature (one that can also fit 0.5 ml PCR tubes is convenient)

Oven (optional)

Magnetic stand (for 0.5 ml tubes)

Qubit® Fluorometer - invitrogen

Bioanalyzer – Agilent

**Primers:**

CEL-Seq primer design: The RT primer was designed with an anchored polyT, a 6 bp unique barcode, a 6 bp UMI (unique molecular identifier), the 5’ Illumina adapter (as used in the Illumina small RNA kit) and a T7 promoter. The barcodes were designed such that each pair is different by at least two nucleotides, so that a single sequencing error will not produce the wrong barcode. Primers are desalted at the lowest possible scale, stock solution 1 μg/μl, working concentration 25ng/μl.

If not using all 48 primers, it is recommended to pool at least 10, and use the following barcodes:

1, 4, 5, 9, 10, 23, 25, 26, 31, 46.

**Single cell isolation**:

Individual cells (so far we’ve worked with *C. elegans* blastomeres or trypsinised tissue culture cells) are transferred with a micro-pipette into a 0.5µl drop of appropriate buffer (egg salts or PBS) placed on the cap of a 0.5 ml LoBind Eppendorf tube. Location of cell should be marked. Excess liquid is aspirated off leaving only the cell behind, and tube is frozen in liquid nitrogen. Samples are stored at -80°C.

Alternatively, cells can be sorted into plates prepared ahead of time, containing 1.2 μl primer mix, a different primer in each well. Plates are frozen in -80°C until ready to proceed.

**RNA Amplification:**

Prepare primer mix (for each different primer used):

Primer (25ng/μl) 1μl

ERCC Spike-in Xμl

dNTPs 10mM 0.5μl

water Yμl

6μl

Spike-in dilution should be appropriate for sample size – see protocol of ERCC RNA spike in mix. For single cells we add the equivalent of 1ul of spike-in at 1:1,000,000 dilution.

Breaking cell open and annealing with primer:

- Add 1.2μl primer mix to marked location of single cell on cap of tube (Keep cell frozen until adding the primer mix, handle up to 12 cells in parallel).
- Incubate 2.5 min. at 65^o^C (with lid of thermal cycler set to 65^o^C).
- Brief spin down.
- Incubate for an additional 2.5 min. at 65^o^C.
- Move immediately to ice.
- Spin at maximal speed for a few seconds to collect as many droplets as possible before next step, and then return to ice.

For sorted cells in a plate – remove from -80°C, and go straight to a 5 minute incubation at 65°C. Move immediately to ice. Spin at maximal speed for a few seconds to collect as many droplets as possible before next step, and then return to ice.

For using clean RNA – see note.

RT reaction:

- Add 0.8μl of the following mix to each reaction:

First Strand buffer 0.4μl

DTT 0.1M 0.2μl

RNase Inhibitor 0.1μl

SuperscriptII 0.1μl

- Incubate 1hr at 42^o^C (in hybridization oven, or thermal cycler with lid at 50 ^o^C)
- Heat inactivate 10min at 70 ^o^C

Second strand reaction:

- Move previous step to ice so it cools below 16^o^C.
- Add 10μL of the following mix to each reaction tube:

DDW 7μl

Second strand buf. 2.31μl

dNTP 0.23μl

ligase 0.08μl

E. coli DNA Pol 0.3μl

RNaseH 0.08μl

Flick and spin samples (at maximal speed for a few seconds).

(At this point samples are already barcoded, so if all samples are going to the same IVT, a single tip can be used.)

- Incubate at 16^o^C for 2hr (in thermal cycler with unheated or open lid).

cDNA cleanup:

- Prewarm AMPure XP beads to room temperature.
- Pool all cells that are to go to same IVT. Should have ~12μl from each cell.
- Vortex AMPure XP Beads until well dispersed, then add to 100μl pooled sample 20μl beads and 100μl bead buffer (for single/few reaction just add 1.2 volume beads).
- Incubate at room temperature for 15 min.
- Place on magnetic stand for at least 5 min, until liquid appears clear.
- Remove and discard 200μl of the supernatant.
- Add 200μl freshly prepared 80% EtOH.
- Incubate at least 30 seconds, then remove and discard supernatant without disturbing beads.
- Add 200μl freshly prepared 80% EtOH
- Incubate at least 30 seconds, then remove and discard supernatant without disturbing beads.
- Air dry beads for 15 min, or until completely dry.
- Resuspend with 6.4μl water. Pipette entire volume up and down ten times to mix thoroughly.
- Incubate at room temperature for 2 min.
- Go straight to IVT

Cleanup can be replaced by heat inactivated for 20 minutes at 65 ^o^C.

IVT (Ambion kit):

- Prepare the following mix and add 9.6μl per tube (scale up if cDNA volume is more than 6.4)

A 1.6μl

G 1.6μl

C 1.6μl

U 1.6μl

10xT7 buffer 1.6μl

T7 enzyme 1.6μl

- Incubate in a thermal cycler at 37^o^C for 13 hrs, with lid at 70^o^C. Set cycler to go to 4^o^C at end of incubation. aRNA (amplified RNA) is stable for at least several hours.

EXO-SAP treatment (to remove primers):

- Add 6 μl enzyme
- Incubate at 15 minutes at 37 ^o^C

RNA fragmentation:

- Mix the following on ice:

aRNA 22μl

Fragmentation buffer 5.5μl

- Incubate for 3 min. at 94^o^C.
- Immediately move to ice and add 2.75μl fragmentation stop buffer.

Remove beads:

- Place on magnetic stand for at least 5 min, until liquid appears clear.
- Transfer the supernatant to new tube.

aRNA cleanup:

- Prewarm RNAClean XP beads to room temperature.
- Vortex RNAClean XP beads until well dispersed, add to sample 55μl beads. (1.8 volumes)
- Incubate at room temperature for 10 min.
- Place on magnetic stand for at least 5 min, until liquid appears clear.
- Remove and discard ~80μl of the supernatant.
- Add 200μl freshly prepared 70% EtOH.
- Incubate at least 30 seconds, then remove and discard supernatant without disturbing beads.
- Repeat wash two more times.
- Air dry beads for 15 min, or until completely dry.
- Resuspend with 7μl water. Pipette entire volume up and down ten times to mix thoroughly.
- Incubate at room temperature for 2 min.
- Place on magnetic stand for 5 min, until liquid appears clear.
- Transfer supernatant to new tube.

Stopping point: Samples can be kept at -80^o^C

Check aRNA amount and quality:

Optional – when starting with few or very small cells aRNA is not always visible, but this is not necessarily an indication of failed amplification. Go straight to library preparation, resuspend beads above in 5.5μl instead of 7μl.

- Load 1μl onto Bioanalyzer RNA pico chip after heating an aliquot of the sample to 70^o^ for 2 min.
- When starting the IVT with ~0.1ng total RNA, the expected yield is 500-1000 pg/μl. Size distribution should peak at ~500 bp (See Bioanalyzer plot for example).

**
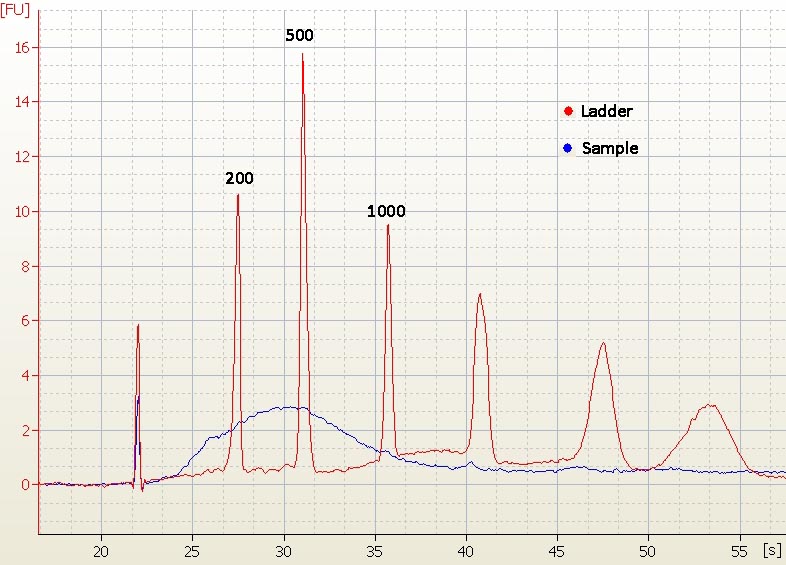
**

**Library preparation:**

RT reaction:

To 5 μl RNA add 1 μl randomhexRT primer and 0.5 μl dNTPs .

Incubate 5min at 65 ^o^C, quick chill on ice.

- Add 4μl of the following mix at room temperature to each reaction:

First Strand buffer 2μl

DTT 0.1M 1μl

RNaseOUT 0.5μl

SuperscriptII 0.5μl

Incubate 10 min at 25 ^o^C.

Incubate 1hr at 42^o^C (in hybridization oven, or pre heated thermal cycler with lid at 50 ^o^C)

PCR amplification:

(Half a PCR reaction is enough, this way can start with low number of cycles and repeat with more cycles if needed)

To each reverse transcription reaction add 38μl of the following mix:

- Ultra-pure Water 11μL
- PCR mix 25μL
- RNA PCR Primer (RP1, from Illumina kit) 2μL

To each reaction add 2μl of a uniquely indexed RNA PCR Primer (RPIX, sequences from Illumina kit, choose balanced primers according to Illumina's pooling guide)

Amplify the tube in the thermal cycler using the following PCR cycling conditions:

- 30 seconds at 98°C
- 11 cycles of:
- 10 seconds at 98°C
- 30 seconds at 60°C
- 30 seconds at 72°C
- 10 minutes at 72°C
- Hold at 4°C

Can go up to 15 cycles if necessary, if aRNA concentration was low.

Stopping point: samples can be kept at -20^o^C.

Bead Cleanup of PCR products – Repeat 1:

- Prewarm beads to room temperature.
- Vortex AMPure XP Beads until well dispersed, then add 50μl to the 50μl PCR reaction (or 25 μl if half a PCR reaction was performed). Mix entire volume up ten times to mix thoroughly.
- Incubate at room temperature for 15 min.
- Place on magnetic stand for at least 5 min, until liquid appears clear.
- Remove and discard 95μl (or 45 μl ) of the supernatant.
- Add 200μl freshly prepared 80% EtOH.
- Incubate at least 30 seconds, then remove and discard supernatant without disturbing beads.
- Add 200μl freshly prepared 80% EtOH
- Incubate at least 30 seconds, then remove and discard supernatant without disturbing beads.
- Air dry beads for 15 min, or until completely dry.
- Resuspend with 25μl water. Pipette entire volume up and down ten times to mix thoroughly.
- Incubate at room temperature for 2 min.
- Place on magnetic stand for 5 min, until liquid appears clear.
- Transfer 25μl of supernatant to new tube.

Bead Cleanup of PCR products – Repeat 2:

Repeat as above, adding 25μl beads and eluting in 10μl water at the end, transferring 10μl to a new tube.

Check library amount and quality:

Check concentration of DNA by Qubit, 1μl should be enough to measure using the high sensitivity reagent; expected concentration is at least ~1ng/μl.

Run 1μl of each sample on Bioanalyzer using a high sensitivity DNA chip to see size distribution. Expected peak at 200-400bp (See Bioanalyzer plot for example).

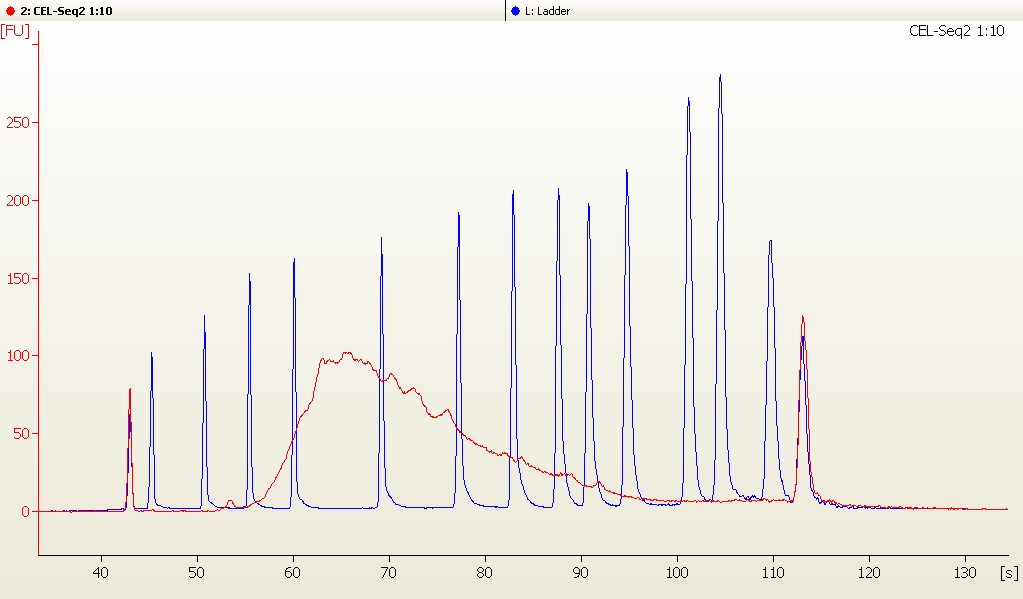

Concentration to be loaded for sequencing should be calibrated by the sequencing facility. We are using 8pM with HiSeq high throughput v.3 reagents, or 12pM on MiSeq and HiSeq rapid mode. Paired end sequencing is performed, 15 bases for read 1, 7 for the illumine index (when needed) and 36 bases for read 2. Throughout the Illumina sequencing the libraries should be considered Small-RNA libraries. For example, in Illumina Rehyb. kits, some Illumina kits are not for Small-RNA.

Currently, CEL-Seq libraries are not compatible with Illumina HiSeq high throughput v.4 reagents.

**Notes:**

CEL-Seq can be used to amplify clean RNA;

- Prepare an RNA/primer/spike-in/dNTPs. mix. Amount of primer and dNTPs as above, appropriate amount of spike-in can be added to the clean RNA or directly to the sample before RNA prep.
- Transfer 1.2μl of mix to new tube (left over mix can be kept at -70^o^C).
- Incubate for 5 min. at 65^o^C.
- Move immediately to ice.
- Spin at maximal speed for a few seconds to collect as many droplets as possible before next step, and then return to ice.

Continue by adding RT mix as in the main protocol.

# Supplementary material for: CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq
**Source:** Genome Biol. 2016 Apr 28;17:77. doi: 10.1186/s13059-016-0938-8
**Supplement:** Additional file 5: Table S2. — The sequences of the CEL-Seq primers. The 8 base barcodes are as previously published, the 6 base barcodes are listed in the detailed protocol.

**Table S2.** The sequences of the CEL-Seq primers. The 8 base barcodes are as previously published, the 6 base barcodes are listed in the detailed protocol.

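The CEL-Seq, CEL-Seq + UMI and CEL-Seq2 primers of Table S2 carry, in order from the 5′ end, a T7 promoter for in vitro transcription, part of an Illumina adaptor, the UMI where there is one, the barcode and an anchored poly-T stretch that primes on the poly-A tail. The UMI is the run of N bases before the barcode, 5 in the CEL-Seq primer with a UMI and 6 in the CEL-Seq2 primer. It sets the number of molecules of a gene that can be told apart in 1 sample, and UMI counts saturate as they come close to it. The library RT primer of the same table has no T7 promoter, barcode or poly-T stretch, and it ends in the random bases by which the adaptor is added without ligation.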

|                      |                                                                                                                   |
|----------------------|-------------------------------------------------------------------------------------------------------------------|
| CEL-Seq              | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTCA<br>GAGTTCTACAGTCCGACGATC[8 base<br>barcode]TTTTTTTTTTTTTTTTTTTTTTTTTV      |
| CEL-Seq + UMI        | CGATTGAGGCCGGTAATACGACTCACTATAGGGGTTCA<br>GAGTTCTACAGTCCGACGATCNNNNN[6 base<br>barcode]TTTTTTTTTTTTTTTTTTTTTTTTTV |
| CEL-Seq2             | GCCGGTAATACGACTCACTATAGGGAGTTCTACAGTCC<br>GACGATCNNNNNN[6 base<br>barcode]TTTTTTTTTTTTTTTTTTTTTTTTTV              |
| Library RT<br>primer | GCCTTGGCACCCGAGAATTCCANNNNNN                                                                                      |

# Supplementary material for: CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq
**Source:** Genome Biol. 2016 Apr 28;17:77. doi: 10.1186/s13059-016-0938-8
**Supplement:** Additional file 6: — Supplementary file 2. CEL-Seq in C1. The file includes the complete information for performing CEL-Seq on the Fluidigm C1 instrument.

**Purchases**

Life Technologies

MessageAmp™ II aRNA Amplification Kit

Ambion AM1751

Life Technologies

ERCC RNA Spike-In Mix

Ambion 4456740

Life Technologies

SUPERase•In™ RNase Inhibitor (20 U/μL)

Ambion AM2694 or AM2696

Thermo Scientific

dNTP Mix, 25mM each

FERR1121

**Stocks**

5× Lysis Buffer

2.5% NP-40 (10%, Thermo Scientific 28324)

250 mM Tris-HCl, pH 8.4

5 mM EDTA

CEL-Seq Primers Stock

Plate of 96 primers each at a concentration of 25ng/ul in TE

**C_1_ Mixes**

Lysis Mix (1000 µL)

280 µL 5× Lysis Buffer

7 µL 20 U/μL SUPERase• In

5.5 µL 1:100 dilution of ERCC RNA Spike-In Mix

70 µL C_1_™ Loading Reagent (Fluidigm 100-5170)

638 µL H_2_O

9 µL Lysis Mix to Inlet #3

Diluted CEL-Seq Primers

Dispense 8 µL Lysis Mix to each of 96 wells

Add 2 µL CEL-Seq Primer Stock to each well

3 µL Diluted CEL-Seq Primer to each of 96 Outlets

RT Mix (10 µL)

3.5 µL 10× First Strand Buffer (from MessageAmp kit)

1.75 µL RNase Inhibitor (from MessageAmp kit)

1.75 µL Array Script Reverse Transcriptase (from MessageAmp kit)

3 µL of the following mix:

1.4 µL 25 mM dNTPs

1 µL C_1_™ Loading Reagent (Fluidigm 100-5170)

3.6 µL H_2_O

9 µL RT Mix to Inlet #4

2^nd^ Strand Mix (40.5 µL)

5 µL 10× Second Strand Buffer (from MessageAmp kit)

2 µL dNTP Mix (from MessageAmp kit)

1 µL DNA Polymerase (from MessageAmp kit)

0.5 µL RNase H (from MessageAmp kit)

2 µL C_1_™ Loading Reagent (Fluidigm 100-5170)

30 µL H_2_O

24 µL 2^nd^ Strand Mix to Inlet #7

IVT Mix (26.9 µL)

6 µL T7 10× Reaction Buffer (from MessageAmp kit)

13.5 µL rNTP (6ul of each, speedvaced down to 13.5ul)

6 µL T7 Enzyme Mix (from MessageAmp kit)

1.36 µL C_1_™ Loading Reagent (Fluidigm 100-5170)

24 µL IVT Mix to Inlet #8

**C_1_ Steps**

1. 96 Diluted CEL-Seq Primers to chamber 1 from the 96 Outlet wells
2. Lysis Mix to chambers 0+1+2 from Inlet #3

65°C, 5 min (300 sec)

10°C, 1 min (60 sec)

1. RT Mix to chambers 0+1+2+3 from Inlet #4

42°C, 120 min (7200 sec)

10°C, 1 min (60 sec)

1. 2^nd^ Strand Mix to chambers 0+1+2+3+4 from Inlet #7

16°C, 120 min (7200 sec)

65°C, 20 min (1200 sec)

10°C, 1 min (60 sec)

1. IVT Mix to chambers 0+1+2+3+4+5 from Inlet #8

37°C, 12 hr (12× 3600 sec)

10°C, 1 min (60 sec)

1. Harvest

**aRNA Clean up**

How the deposited data were processed for this re-analysis (not part of the article)

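The series holds 228 samples. Of these, 40 are tubes of 100 pg of C. elegans total RNA, in 4 arms of 10 tubes (original primer, UMI primer with ligation, UMI primer without ligation, shortened UMI primer). The others are single mouse cells or chambers: 24 fibroblasts by CEL-Seq, 20 fibroblasts by CEL-Seq2, the 96 chambers of a C1 chip and 48 dendritic cells. Conditions, GFP classes and numbers of cells per chamber were taken from the sample labels and Table S1, and 0 columns of sample values were left unused.

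The authors separated the reads by barcode, mapped them with Bowtie2 and counted each UMI of a gene once with a modified htseq-count. The paper's text does not state the versions, the genome builds, the annotation or the filters. The deposited values are whole-number UMI counts per gene without normalization, and counts of reads for the original primer, which has no UMI. The design of the tests had assumed that UMI counts were already converted into transcripts, but no gene or spike-in was above the number of possible UMIs, and the counts are not converted. The conversion was therefore made here, as -K × ln(1 - UMIs / K), where K is the number of possible UMIs, 1024 for UMIs of 5 bases and 4096 for UMIs of 6 bases. For the C1 no UMI length was taken from the text, and 5 bases were taken because its highest value is 1023. Totals of transcripts and of ERCC transcripts use converted values, and CV2, the principal components, CPM and the gene-level test use the UMI counts as deposited.

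In 3 of the tables, 5 entries that name no gene (unassigned or unmapped reads) were left out of all totals. They made up a median of 87.4 % of the column total in the ligation tubes (86.4–89.0 %), 96.0 % in CEL-Seq (94.2–99.5 %) and 92.0 % in CEL-Seq2 (86.9–94.5 %). These entries count reads while genes count UMIs, so the shares are not rates of mapping.

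The tubes of an arm share 1 library, so n counts tubes. Means of arms were compared by two-sided permutation tests with 100000 resamples, whose smallest p is 2e-05, and the 7 main comparisons were adjusted after Benjamini and Hochberg. Alternatives were the counts before conversion, the totals without the 20 highest genes or with ERCC transcripts, genes at 2 or 5 UMIs and more, and UMIs thinned at random to the lowest tube. The ligation and no-ligation tubes are numbered in 2 separate series. Whether the numbers pair tubes was tested on deviations from the arm mean over 7170 genes with a mean of 2 to 50 UMIs. For each ligation tube the closest no-ligation tube was the one in the same place of the order, with correlations across genes of 0.52 to 0.60, so each pair was above 0.1. The main tests were made without the pairing.

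Differences of single genes between the ligation and no-ligation libraries were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05) on the 20687 listed genes. DESeq2 1.42.0 with its size factors, no filter on low counts, library totals without TMM, converted counts, thinned counts and tubes paired in number order, as a replicate block, were the alternatives. The test was checked on simulated counts for the same comparison. Of 200 genes changed by known amounts among the simulated genes, 176 passed the filter. Of these, 174 were called, each with the right sign, and 6 of the unchanged genes among the 4728 tested were called. All simulated genes had the same dispersion, and each planted change was larger than 0.88 on the log2 scale. That was the largest increase in the data among called genes with a mean of at least 100 UMIs. Recovery of smaller changes was not tested.

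Single cells are not replicates, and the labels name no animals or cultures. No test was made between groups of cells, and values are given as mean, median, range and SD over cells. Shares have exact binomial 95 % intervals and log2 ratios exact 95 % intervals, which cover counting error only. Genes per cell were also computed after thinning each cell to 10000, 20000 or 40000 UMIs. CV2 was computed with the sample SD over genes with a mean of at least 1 UMI in both methods. Principal components used 500 genes chosen by CV2 against a running median of 201 genes ordered by mean. Lists of 54 G2/M genes and 43 S genes were fixed with the design, and all were found. The median log2 ratio of a list, among members with at least 50 UMIs over both GFP classes, was set beside 10000 random lists drawn from the 100 genes on each side in rank of mean expression. Symbols were matched to 21822 of the 22721 mouse Ensembl identifiers by the GENCODE vM21 annotation. The C. elegans and dendritic cell tables are not paired with symbols here.

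The genes named were chosen by a rule set with the design. They are Ccnb1 (the reporter), Itgax (the sorting marker CD11c), Actb and Gapdh; the 5 largest and 5 smallest log2 ratios between GFP classes on the C1 among genes with at least 200 UMIs; the 5 members of each list with the largest ratio; the 5 genes with the most positive and the 5 with the most negative loading on the component, of the first 5, that separates the GFP classes best; the 5 largest changes each way between the ligation and no-ligation libraries among called genes with a mean of at least 100 UMIs, of which 2 each way are printed because their identifiers have no names here; and any gene the paper names.

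Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The reads, the share of reads mapped, the absolute efficiencies from spike-in amounts, the Smart-Seq cells and Gene Ontology terms were not analysed here.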

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

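The tests on the spike-ins, the chambers and the gene-level comparison were chosen after the results were seen, apart from the test of neighbouring positions. The gene-level comparison itself belonged to the design.

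ERCC transcripts in ligation tube 20 (8769.6) and no-ligation tube 50 (10563) lay far below the other tubes of their arms, whose lowest values were 17658 and 22531. The gap to the nearest tube took 0.617 and 0.656 of the range of the arm, above Dixon's 95 % critical value for 10 samples. Among 21 groups and measures, 2 passed their critical value, and chance passes it in about 1 of 20 groups. By the matching of tubes, both tubes are the same amplified RNA, so the low values in both libraries are not independent. As UMIs without conversion the spike-ins were at 5785 and 6517, also below the lowest of the other tubes (8324 and 9145). Transcripts of genes, which did not single out these tubes, were the lowest of their arms as well, at 0.588 of the mean of the other tubes in tube 20 and 0.545 in tube 50, against 0.428 and 0.402 for spike-ins. A lower yield of the whole tube thus has the values it needs. Which of them fell further depends on the conversion, since as UMIs genes were at 0.605 and 0.569 and spike-ins at 0.653 and 0.664. For clean RNA, the paper's protocol lets spike-ins go into the RNA itself or into the sample before the RNA is prepared. Less of the RNA and spike-ins together or a poorer reaction in the tube may lie behind the lower yield. No test parted these. All tubes hold one RNA, so no biological explanation was tested.

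The 3 C1 chambers recorded without a cell held 101257 transcripts on average, against 159243 in chambers with 1 cell. The paper does not report on these chambers. Genes whose highest chamber held at least 100 UMIs and 5 times those of the next were used to follow transcripts. This was the second of 2 rules tried, both after the data were seen. The first rule, with at most 2 UMIs in the other set of 48 positions, was set aside because choosing genes by the other set fixes that comparison. It had given 15 genes from 2 chambers. RNA free in the suspension over the whole chip is argued against for these genes, since each chamber of the set of 48 positions of the peak held 23.0 times the UMIs of a chamber of the other set. By source this was 227 times for position 25 (4 genes), 14.5 for position 34 (2 genes) and 22.0 for position 88 (21 genes). Reads assigned to the wrong set of barcodes are argued against too, because the chamber with the same barcode in the other set held 0.296 UMIs per gene, against 0.502 for a chamber of that set. Carry-over between neighbouring positions is argued against by a ratio of 1.02 between chambers within 2 positions of the peak and the rest of the set. An exchange of transcripts among the chambers of the same 48 barcodes had the values it needs, with a UMI in a median of 97.9 % of the other chambers of the set. The mechanism of such an exchange was not tested, and the estimate rests on 3 source chambers.

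From the same genes, the share of each chamber's transcripts that could come from the other chambers of its set was estimated. It was 0.931, 0.961 and 1.24 in the chambers without a recorded cell. Their median of 0.961 compared with 0.737 over the 72 chambers with 1 cell (0.0779–1.02) and 0.534 with 2 or more. Other genes serve each set of positions, so the shares compare within a set. In positions 1 to 48 both chambers without a cell, at 0.931 and 0.961, lay above the highest of 34 chambers with 1 cell, at 0.927, whose median was 0.634. In positions 49 to 96 the 1 chamber without a cell, at 1.24, lay above the highest of 38 chambers with 1 cell, at 1.02, whose median was 0.767. With the first rule the shares without a cell were 1.04, 0.995 and 1.38, and the medians with 1 cell 0.638 in positions 1 to 48 and 0.835 in 49 to 96. High shares go against a cell missed when the chambers were scored, but it cannot be told apart from background in these chambers. In positions 1 to 48 the counting intervals of 0.668–1.26 and 0.648–1.37 reach below the highest chamber with 1 cell. In positions 49 to 96 there is 1 such chamber, its share is more than the whole of its transcripts, and a chamber with a recorded cell reached 1.02, so the estimate runs too high there to exclude a cell. The profiles of positions 23, 28 and 56 correlated across genes with the mean of their own set at 0.82, 0.78 and 0.86 and with the other set at 0.80, 0.76 and 0.84. Genes are not independent replicates, and these correlations decide nothing. No biological explanation was tested.

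The 17 chambers with 2 cells held 190141 transcripts on average, 119.4 % of the mean of chambers with 1 cell, and the paper reports only on single cells. Within positions 1 to 48 this was 132 % (9 chambers) and within positions 49 to 96 it was 114.8 % (8 chambers). The 114.8 % depends on position 61, with 452562 transcripts against 209631 in the next highest of these 8 chambers. A share of transcripts that comes from other chambers would make totals rise less than the number of cells, and the median estimated share of 0.961 without a cell is consistent with it. The size of cells loaded as pairs, their capture and errors in the recorded numbers were not tested. The design gives no condition that differs between these chambers, so no biological explanation was tested.

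Between the ligation and no-ligation libraries, 2144 of 4700 genes tested were past the threshold of edgeR's quasi-likelihood test, 1061 higher and 1083 lower without ligation, and 2431 had an unadjusted p under 0.05. The paper does not report on single genes in this comparison. The largest changes among genes with a mean of at least 100 UMIs were those of T10H9.4 (log2 fold change 0.88, standard error 0.07, edgeR Benjamini-Hochberg adjusted p = 1.85e-16) and Y73B3A.18 (0.72, standard error 0.06, adjusted p = 4.99e-14), and of MTCE.16 (-1.70, standard error 0.06, adjusted p = 9.47e-29) and F23F12.9 (-1.10, standard error 0.06, adjusted p = 6.74e-21). Chance is argued against, since of 100 splits that part all 10 pairs of tubes only 1, the real one, gave as many genes. The next gave 227, with 2 pairs swapped, and 97 of the others called no gene. Among 100 splits drawn without regard to pairs, 1 gave as many and the next 1321. Saturation of UMIs is argued against as the whole cause, because 97.6 % of the called genes were also called with converted counts. It moved the 50 highest genes, whose median log2 fold change went from -0.10 to -0.005, and called genes among them fell from 34 to 29. With all tubes thinned to 1 total of UMIs, 1256 of 3061 genes tested (41.0 %) were called, against 45.6 % before. A difference in UMIs per tube is therefore argued against as the whole cause. Thinning UMIs does not equalise reads, so a difference in sequencing depth was not tested. Both libraries come from the same amplified RNA, so the differences belong to the preparation or sequencing of 2 single libraries, which the design does not separate. Gene length and GC content were not tested, and no biological explanation was tested.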

How the results depend on the processing

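Alternatives to the processing were listed before the data were examined, except those added after it, which are the pairing of tubes, converted or thinned counts in the gene-level test, converted counts for CV2 and the PCA, the PCA within each set of C1 positions, the 70 chambers marked by the authors, C1 UMIs of 6 bases, GFP+ cells thinned together, counting noise subtracted from thinned or scaled cells, and thinned spike-ins. Over 56 results and 257 alternatives, 161 values stayed on their side of the threshold or within their spread or interval, 82 moved by more than that in the same direction or without a call, 1 lost the threshold, 1 passed it and 12 reversed. The cause was not tested except where given.

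For the 7 tested comparisons of tubes, 20 of 27 alternatives kept the direction and the side of the threshold. The gain in transcripts stayed between 1.42 and 1.46 without ligation and between 1.22 and 1.27 with the shortened primer. With observed UMI numbers the ratio of ERCC transcripts without ligation was 1.11 and no longer passed the threshold between unpaired tubes (permutation test, p = 0.0706). Thinned to the lowest tube, which takes away the gain in transcripts by construction, genes per tube had a ratio of 0.995 without ligation (permutation test, p = 0.203) and 0.978 with the shortened primer (permutation test, p = 4e-05), both reversed. The ratio of genes between the UMI primer and the original primer became 1.21 when thinned (permutation test, p = 2e-05, the smallest these permutations can give), 0.904 for genes at 2 or more (permutation test, p = 0.0144) and 0.765 at 5 or more (permutation test, p = 0.00012). That comparison sets UMIs against reads. With tubes paired in number order, as a replicate block, an exact paired permutation test gave p = 0.00195 for transcripts, genes and ERCC transcripts, each higher without ligation in 10 of 10 pairs. Each of the other settings of these 3 results was also run with the pairing, which changed 2 calls. ERCC UMIs without conversion, with their ratio of 1.11, passed the threshold when paired (exact paired permutation test, p = 0.00195, higher in 10 of 10 pairs). Genes per tube after thinning, with their reversed ratio of 0.995, passed it as a decrease (exact paired permutation test, p = 0.00391, higher in 1 of 10 pairs). The pairing changed no other call among these results and settings.

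Genes called between the ligation and no-ligation libraries ranged from 1256 to 2406 over the alternatives. The lowest, 1256 of 3061 genes tested, came from thinning, which leaves fewer genes tested, and 1208 of these were also called before thinning. DESeq2 called 2006 genes (1647 shared), no filter on low counts 2406 (1839 shared), library totals without TMM 2141 (2018 shared), converted counts 2156 (2092 shared) and the paired fit, with its replicate block, 2297 (2143 shared). The share higher without ligation was 49.5 % and reached 55.9 % without the filter.

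For single fibroblasts, values are ratios of CEL-Seq2 to CEL-Seq and then of the C1 to CEL-Seq2. As ratios of medians, transcripts were 2.68 and 1.17, genes 1.33 and 1.09, and ERCC transcripts 4.82 and 1.38. With IVT reaction 1 only, transcripts were 2.20 and 1.33, ERCC transcripts 4.32 and 1.48, and 86.1 % of genes had a lower CV2 in CEL-Seq2. With IVT reaction 2 only, these were 2.25 and 1.30, 4.72 and 1.35, and 89.8 %. With observed UMI numbers transcripts were 2.28 and 1.23, and ERCC transcripts 4.47 and, reversed, 0.894. The 0.894 compares counts with fewer possible UMIs on the C1 than in manual CEL-Seq2. For genes at 2 or more, the gene ratios were 1.57 and 1.19. Thinned to 20000 UMIs per cell they were 1.03 and 1.13, and to 40000 UMIs 1.03 and 1.1, and at 10000 UMIs the first was 1.03. Thinning equalises totals by construction and is not the paper's draw of equal reads.

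The C1 ratios of transcripts, genes and ERCC transcripts over all 93 chambers with a cell were 1.38, 1.16 and 1.40. In positions 1 to 48 they were 1.03, 1.1 and 1.19, and in positions 49 to 96 they were 1.56, 1.19 and 1.61. The 70 chambers marked by the authors gave a gene ratio of 1.14. With C1 UMIs of 6 bases, transcripts were at 1.22 and ERCC transcripts reversed to 0.833, by the weaker conversion of high counts. In positions 1 to 48, chambers without a cell held 64.8 % of the mean of chambers with 1 cell. In positions 49 to 96 they held 74.6 %. Chambers with 2 cells held 132 % and 114.8 % in these sets, the latter with position 61 at 452562 transcripts.

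The share of genes with a lower CV2 in CEL-Seq2, 88.9 % as reported, was 80.9 % with cells scaled to the median total, 89.8 % for a mean of at least 5, 66.5 % among GFP+ cells, 88.5 % among GFP– cells and 76.9 % with 1/mean subtracted. It reversed to 44.8 % with cells thinned to 20000 UMIs, to 44.7 % among GFP+ cells thinned alike, to 44.9 % with thinning and 1/mean subtracted, and to 48.0 % with cells scaled and counting noise subtracted. For spike-ins it was 100 % with cells scaled to the median ERCC total and 88.3 % with 1/mean subtracted. Thinned to 1000 UMIs it was 60.8 %, where fewer UMIs leave 51 spike-ins and an interval of 46.1–74.2 %.

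The area under the ROC curve of the best component was 0.833 with 250 genes and 0.897 with 1000 genes. With genes scaled to unit variance it was 0.886, and over all 72 chambers with 1 cell 0.887. Without scaling of cells and for a mean of at least 1 it was 0.840. Within positions 1 to 48 and 49 to 96 it was 0.871 and 0.887. Which component was best changed with the setting. Component 2 was best with 250 genes, for a mean of at least 1 and over all 72 chambers. Within positions 1 to 48 component 4 was best, within positions 49 to 96 component 1, and with log2(UMIs + 0.1) component 5. Component 3 stayed best with 1000 genes, without scaling of cells and with genes scaled to unit variance. The G2/M and S medians were 0.65 and 0.49 in positions 1 to 48, 0.83 and 0.55 in positions 49 to 96, 0.65 and 0.53 from the cells' own CPM, 0.65 and 0.57 with GFP-weak counted as GFP+, and 0.66 and 0.52 for members with at least 200 transcripts. Each stayed above all 10000 random lists. For the 32 named genes, 12 of 129 alternatives moved beyond their interval and 1 reversed, Actb, to 0.089 in positions 1 to 48, and the others stayed within it. Gapdh and Sim2, whose intervals include 0, changed sign without a call, to -0.02 and -0.04 at their lowest. For 7 named genes 1 of the sets of positions gave no value, with under 50 transcripts.

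For dendritic cells, genes per cell were 6677 at 2 or more UMIs, 5508 when thinned to 20000 UMIs and 10067 as the median over cells. Detection at a mean of 1 to 1.78 UMIs was 55.1 % with cells scaled to the median total. The 8 cells under 20000 UMIs have no thinned value, and the lowest cell held 3704 UMIs.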

Differences from the paper's values

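Of 17 values that the paper gives and that were also taken here, 4 are numbers of cells or of listed spike-ins, which follow from the samples and tables themselves and test no measurement. Of the other 13, 2 stated in the text and 11 read by eye from figures, 0 differed by more than 1.5 times. Some alternatives set before the data were examined did differ. The paper's 30 % more genes per cell in CEL-Seq2 compares with 34.2 % here, with 57.4 % for genes at 2 or more, and with 2.86 %, 2.96 % and 2.82 % when cells were thinned to 10000, 20000 and 40000 UMIs. The ratio of medians (33.5 %) and each IVT reaction alone did not differ from the paper's value.

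Of the values read by eye, genes per tube were about 11000 with ligation and about 12000 without in Fig. 1d, against 6464 and 7405 for genes at 5 or more. Genes per cell in Fig. 2c were about 6200 for CEL-Seq, against 4097 at 2 or more and 3204 when thinned to 10000 UMIs. For CEL-Seq2 they were about 8300 in Fig. 2c, against 3296 and 4715 when thinned to 10000 and 20000 UMIs, and for the C1 about 9500 in Fig. 2c, against 3784 and 5331. Genes per dendritic cell were about 8700 in Fig. 4a, against 5508 when thinned to 20000 UMIs.

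The paper states that equal numbers of reads gave similar results for the ligation comparison and for the fibroblasts (Figure S2). With equal numbers of UMIs, genes per tube without ligation were at 0.995 of those with ligation, and the share of genes with a lower CV2 in CEL-Seq2 was 44.8 %. The operations differ, since equal UMIs also remove the gain in transcripts, and the draw of equal reads was not repeated here.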

Other observations

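The tests of matching tubes, of depth per cell on the CV2 of genes, of the sets of C1 positions and of genes with a peak in 1 cell were chosen after the results were seen, and those of the GFP contrast and of the CV2 of spike-ins were written before their results.

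Ligation tubes 11 to 20 and no-ligation tubes 41 to 50 are numbered separately, and the paper gives only that both libraries come from the same amplified RNA. The hypothesis that both series number the same tubes in the same order was tested on deviations from the arm mean over 7170 genes. The closest no-ligation tube was in the same place of the order for 10 of 10 ligation tubes, with correlations across genes of 0.52 to 0.60, while no other no-ligation tube was above -0.01. For tubes with the shortened primer, which were amplified apart, 3 of 10 matched, with correlations of at most 0.05. Transcripts per tube correlated over the 10 pairs with Pearson's r = 0.94 (permutation p = 0.00051) and Spearman's rho = 0.87 (permutation p = 0.00228), and r was 0.67 without the 2 tubes farthest from the median. For ERCC transcripts r was 0.96 (permutation p = 0.00054), rho 0.84 (permutation p = 0.00335) and r 0.68 without those 2. Over 3 relations, Benjamini-Hochberg adjustment of r gave p = 0.00081 for both. In the shortened primer's tubes taken in number order r was -0.15 (permutation p = 0.683). No biological explanation was tested, since all tubes hold one RNA.

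The lower CV2 of genes in CEL-Seq2 was tested against depth per cell. With cells scaled to the median total alone the share of genes with a lower CV2 was 80.9 %, and with counting noise alone subtracted it was 76.9 %. Each of these leaves the other part of depth in place, the counting noise or the spread of totals. With both taken away it was 48.0 %, with cells thinned to 20000 UMIs 44.8 %, and with thinning and 1/mean subtracted 44.9 %. A larger number of UMIs per cell, capture included, with totals that vary less, is therefore a candidate explanation of the lower noise. The totals of the CEL-Seq cells also differed with GFP, at 76688 transcripts in GFP+ and 32410 in GFP– cells. For spike-ins, thinning to 1000 UMIs per cell left 60.8 % of 51 spike-ins with a lower CV2, with an interval of 46.1–74.2 %. With cells scaled to the median ERCC total, 60 of 60 spike-ins had a lower CV2. With 1/mean subtracted it was 53 of 60, or 88.3 % (interval 77.4–95.2 %). Each of these again leaves the other part of depth in place. For spike-ins, depth per cell and lower noise at equal depth cannot be told apart, because so few spike-ins and UMIs remain after thinning. Differences between the cells of both experiments, which were prepared separately, stay open and were not tested.

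Positions 49 to 96 of the C1 chip held 1.52 times the transcripts of positions 1 to 48 over chambers with 1 cell. ERCC transcripts, which were added from one lysis mix, were also higher, by a ratio of 1.36, so a technical difference between the sets is a candidate explanation for at least part of it. By the labels, 48 barcodes serve both sets, each used 1 time in each, while the paper describes a single pooled sample. By the paper, each chamber was amplified on its own. If equal barcode numbers mean equal barcodes, barcodes alone cannot tell the sets apart, and their reads must have been separated by other means. The paper does not describe how, and whether the sets were pooled or sequenced apart was not tested. The cells were loaded as one mixed population, and no biological explanation was tested.

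The contrast between GFP+ and GFP– cells was smaller on the C1 than in manually sorted CEL-Seq2 cells, with G2/M medians of 0.72 and 2.43 on the log2 scale. In manual CEL-Seq the medians were 0.79 for 43 genes of the G2/M list and 1.18 for 21 of the S list. The hypothesis that transcripts exchanged among chambers of the same 48 barcodes lower the contrast was tested by subtracting the estimated background from each class. The subtraction went too far to decide, since 27 of the 54 members were at or below 0 in the GFP– class, as was Ccnb1. The S median became 4.11, above the 1.67 of manual CEL-Seq2, with 18 of 43 members at or below 0. Subtracting a shared profile widens any contrast by its construction. Exchange and a difference in how cells were classed, by sorting or by eye on the chip, cannot be told apart here.

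Genes whose highest cell held at least 5 times the UMIs of the next had a median of 68.3 % of their UMIs outside that chamber on the C1, against 3.57 % in manual CEL-Seq2 and 40.3 % in CEL-Seq. With a limit of 50 UMIs in place of 100, these were 66.2 % (43 genes from 6 chambers), 3.66 % (30 genes) and 38.2 % (12 genes). The shares are summed over pools of 48 chambers on the C1, 10 cells in CEL-Seq2 and 24 cells in CEL-Seq, so they also grow with the pool. Per other chamber or cell, the medians were 4.59 %, 0.412 % and 2.93 % of the UMIs of the peak, and 4.16 %, 0.422 % and 2.70 % with the limit of 50 UMIs. These values assume that other cells did not express the genes.

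Of the genes along the third component on the C1, Lif (-1.10 in log2 ratio of GFP+ to GFP–), Il11 (-1.34) and Kif20a (1.05) had the same direction in manual CEL-Seq2 (-2.64, -2.29 and 1.45). Postn (0.59) and Ugcg (0.66) went the other way there (-0.65 and -0.55). Flrt3 was at -0.92 on the C1 and at 0.18 in manual CEL-Seq2, with a counting interval that includes 0 there. Itgax, the marker of the dendritic cells, had 0 UMIs in GFP+ and 1 UMI in GFP– fibroblasts on the C1, and no ratio was taken. These are values of 1 sample per class and were not tested.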
